A study of Mus musculus with 7 samples. Its data were reported in "WNT signaling contributes to the extrahepatic bile duct proliferative response to obstruction in mice" (2024).

How the data were processed

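Extrahepatic bile ducts of mice were collected by the authors 48 hours after sham surgery or BDL. Libraries were made with a SMART-Seq mRNA kit, which copies full-length polyadenylated RNA and does not mark strand, so reads of overlapping genes on opposite strands cannot be told apart. Per the submitters' processing notes and the study's methods, the authors quantified reads with Salmon on GRCm39 and summed transcripts to genes. The deposited values are estimated counts per gene given as whole numbers, not normalized. Salmon divides reads shared by near-identical genes, so values of the amylase, trypsin and haemoglobin families are uncertain. The values needed no further rounding.

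The table held 56065 genes. Names and coordinates came from GENCODE mouse release 39 on the same build, which matched 55563 identifiers; the other 502 held 0.034% of the counts. Library totals ran from 48882420 to 61291821 counts. No 2 libraries agreed within sampling noise (lowest chi-square per degree of freedom 225.3).

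Groups and sex came from the labels, with 3 sham and 4 BDL libraries. Genes with a total of at least 10 counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, quasi-likelihood F test, sex and surgery as terms, 4 residual degrees of freedom), with Benjamini-Hochberg adjustment and a threshold of 0.05. Every adjusted p of a single gene is from this test unless another tool is named. Standard errors were taken as the absolute log2 fold change over the square root of F. CPM values use TMM-scaled library sizes. The fixed lists with at least 3 tested genes, 55 in all, were tested with camera in limma 3.58.1 at its preset correlation of 0.01, with the correlation estimated as an alternative, and with fry. Principal components used log2 CPM with a prior count of 2 over the 500 most variable genes.

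The design, the lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule took 20 genes of interest to the study, the 10 largest increases and 10 largest decreases among called genes with at least 10 CPM in the higher group and no overlap between groups (leaving out unnamed and predicted genes, immunoglobulin and T cell receptor segments and sex chromosome genes that differ by sex), up to 4 members of each list with the smallest p and any member that moved against it, and up to 5 genes for the sex and interaction tests.

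The tests were run on simulated counts for the comparison of BDL with sham, drawn for 25209 genes with the real means, library sizes and gene-wise dispersions and 200 genes changed. Median absolute log2 fold changes were 1.05 for 2-fold and 1.99 for 4-fold genes. Of 100 genes changed 2-fold, 0 were called, and of 100 changed 4-fold, 37 were called, with 4 false calls among 41. With every gene at the median dispersion of 0.093, which is an easier case, 14 and 97 were called. The real comparison called 5758 genes, far more than the 200 changed here. Benjamini-Hochberg adjustment is stricter when few genes change, so these shares do not give the power of the real comparison.

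Alternatives were RLE and upper quartile scaling, other filters on low counts, DESeq2 1.42.0, limma-voom, no sex term, thinning to the smallest library, a test against 2-fold (glmTreat), neighbouring-tissue markers left out, and each library left out in turn. Leaving out BDL replicates 1 and 4 or 2 and 3, an acinar covariate and robust dispersion were added after seeing the data.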

Results

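Gene expression was measured by bulk RNA-seq in the extrahepatic bile duct (EHBD) of mice 48 hours after bile duct ligation (BDL), which blocks bile flow, or after a sham operation. There were 3 sham libraries (1 female and 2 male) and 4 BDL libraries (2 female and 2 male). Each library held between 48882420 and 61291821 counts, and 25209 genes were tested. The labels do not say that each library came from a separate animal, so the p-values measure the spread between these libraries. Xist and the Y-linked gene Ddx3y matched the labelled sex in each library.

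The libraries carried transcripts that mark cells of the neighbouring pancreas and liver, in unequal amounts. The 16 markers of pancreatic acinar cells, which make digestive enzymes, took 15.9%, 8.18% and 35.4% of the counts of sham replicates 1 to 3. In BDL replicates 1 to 4 they took 0.207%, 8.25%, 12.6% and 0.00248%. The amylase gene Amy2a4 is not among the 16 markers, so these shares leave it out. It was the most abundant gene in sham replicates 1 to 3 (6.5%, 4.7% and 13.2% of counts) and in BDL replicate 2 (2.0%). The 12 hepatocyte markers took 1.08% of BDL replicate 1 and 2.59% of BDL replicate 4, against 0.00867% and 0.013% of BDL replicates 2 and 3. None of the acinar or hepatocyte markers passed the test between BDL and sham with all 7 libraries. Leaving out BDL replicates 2 and 3, the BDL libraries with the largest acinar share, left 10 acinar markers lower. The acinar list ranked lower in camera (adjusted p = 0.00551, and adjusted p = 0.717 with an estimated correlation), and it missed the threshold in fry (adjusted p = 0.25) and without BDL replicates 1 and 4 (adjusted p = 0.0724). These pairs of BDL libraries were picked after seeing the data and differ in acinar share. Acinar results without either pair were therefore largely set by that choice and say nothing about surgery. On the first principal component, which held 60.8% of the variance of the 500 most variable genes, BDL replicates 1 and 4 lay at 73.8 and 114.4 and BDL replicates 2 and 3 at -56.8 and -55.4, with the sham libraries between -49 and -9.8. The second component (25.2%) placed the BDL libraries between 6.7 and 55.8 and the sham libraries between -57.1 and -32.7. Over all tested genes the first component (45.7%) separated the surgery groups instead, with sham between -132.9 and -103.6 and BDL between 42.3 and 138.

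**Figure D1:**
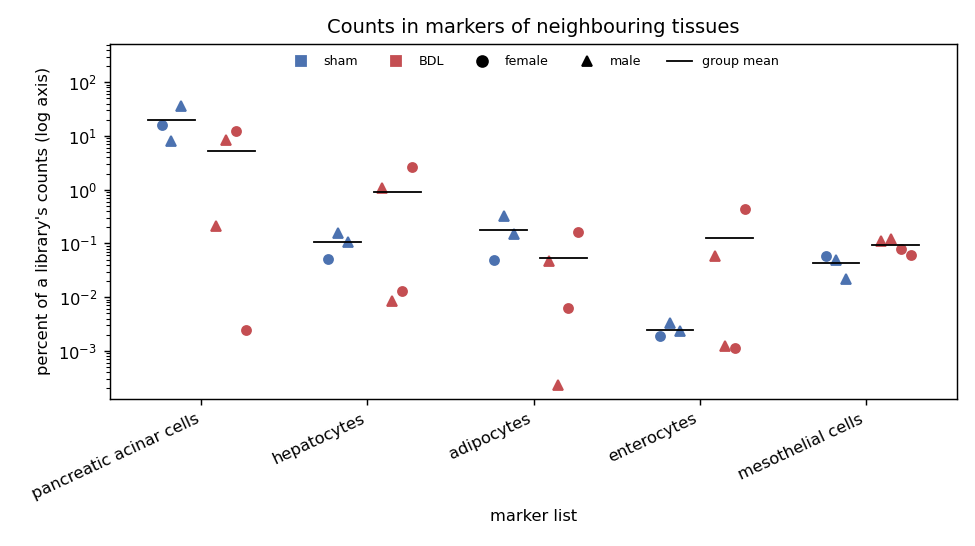
Percent of each library's counts (log axis) in markers of neighbouring tissues, with points for libraries (circles for females, triangles for males) and lines for group means. The acinar markers ranged from 8.18% to 35.4% in sham and from 0.00248% to 12.6% in BDL.

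The first comparison asked how ligation changed the duct transcriptome at 48 hours. Each of the 27 tested genes of the G2 and M phases was higher in every BDL library than in every sham library. Mki67, a marker of cycling cells (chromosome 7, 135291513 to 135318299, minus strand, GRCm39), rose from 3.39 ± 1.37 CPM in sham (SD, n = 3) to 124.6 ± 26.2 CPM in BDL (SD, n = 4), a log2 fold change of 5.22 (SE 0.37). Top2a, which untangles replicated DNA, rose by 5.04 (SE 0.51) on the log2 scale, the mitotic kinase Aurka by 4.79 (SE 0.21) and the replication clamp Pcna by 1.80 (SE 0.20). All 27 passed, with a median log2 fold change of 5.04, and 23 of 24 S phase genes rose, with a median of 2.67. Adjusted over the list alone, 27 and 24 rose. Examples were the checkpoint kinase Bub1 (5.86, SE 0.23), Plk1 (5.36, SE 0.31) and Mcm5 (3.59, SE 0.27). The 4 proliferation markers the study chose all rose, which is not independent evidence of their direction. These lists ranked above other genes in camera with its preset correlation, with adjusted p-values of 3.37e-71 for G2 and M, 1.21e-36 for S phase and 3.52e-14 for the study's markers. With an estimated correlation the adjusted p-values were 0.136, 0.197 and 0.136. Of 16 cell cycle inhibitors and p53 targets 2 rose, among them Cdkn1a (1.86, SE 0.26, adjusted p = 0.00339), and 2 fell (camera adjusted p = 0.464).

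**Figure D2:**
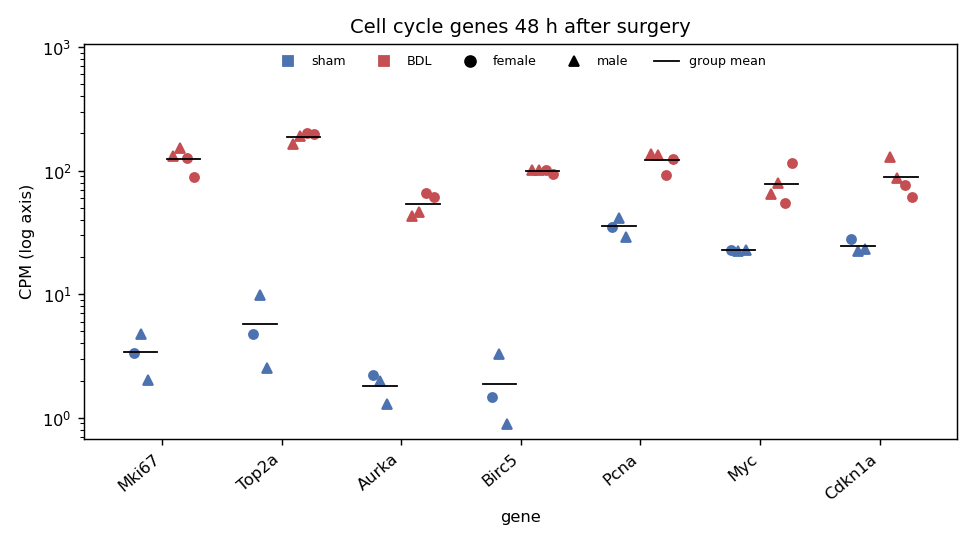
CPM (log axis) of cell cycle genes in each library, with points for libraries (circles for females, triangles for males) and lines for group means. Mki67 averaged 3.39 CPM in sham and 124.6 CPM in BDL.

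Over all genes, 2976 were higher and 2782 lower in BDL at an adjusted p under 0.05 in edgeR's quasi-likelihood test, of which 1706 and 2236 changed by over 2-fold. Which direction had more genes depended on the scaling and the method, with 2485 higher and 3320 lower under upper quartile scaling, 2869 and 2957 under RLE scaling, 3858 and 4188 in DESeq2 and 3255 and 3360 in limma-voom. No overlap between the groups' libraries was seen for 9239 genes, or 36.6% of those tested, against 5.7% by chance. Among called genes of at least 10 CPM, the largest increases included Ptx3, a soluble pattern recognition protein (6.92, SE 0.32), the hyaluronan synthase Has2 (6.23, SE 0.68) and Bcat1 (6.14, SE 1.13). Dlgap5, Kif4, Ccnb1, Sapcd2, Iqgap3 and Bub1 had log2 fold changes between 5.86 and 6.38. The serine protease Prss22 had 2 counts in the sham libraries together and 4607 in BDL, a ratio of 1480 per unit of depth (95% exact interval 410.0 to 12200). The largest decreases included Gkn3, a gastric-type gene that went from 265 ± 288.2 CPM (SD, n = 3) to 0.417 ± 0.177 CPM (SD, n = 4), Cd209a (-6.70, SE 0.52), Adrb3 (-6.48, SE 1.24), Ccl21a (-6.25, SE 0.59) and B3galt2 (-6.02, SE 0.80). Upk3b and Lrrn4, which mark the mesothelium covering the duct, fell by 6.48 and 5.88 on the log2 scale. Gbp10 had 1 count in BDL against 2262 in sham, a ratio of 3520 (630.0 to 139000), and Ang4 had 2 against 3181, a ratio of 2470 (684 to 20400). These intervals cover counting error only. Sham replicate 1 also held most of the Gbp10 signal (38.5 CPM, against 3.05 and 1.80 in sham replicates 2 and 3) and of the Gkn3 signal (593.5 CPM, against 147 and 54.5). Both still passed without it. Most of the Ang4 and Itln1 signal was in sham replicate 1 (60.7 and 214.5 CPM), and without it their adjusted p-values were 0.164 and 0.0922, the highest over their alternatives (lowest 2.96e-07 and 3.3e-07). Itln1 also missed the threshold with robust dispersion (adjusted p = 0.0502), and Adrb3 did without BDL replicate 1 (adjusted p = 0.0534, lowest 4.39e-07). The count of higher genes was 1743 without sham replicate 3, 1678 without BDL replicate 1 and 1772 without BDL replicate 2. The count of lower genes was 1642, 1850 and 1846 without sham replicates 1, 2 and 3, and 1431 and 1588 without BDL replicates 1 and 2. Of genes lower by over 2-fold there were 1305 and 1411 without BDL replicates 1 and 2. Of 55 gene lists, 10 ranked higher and 17 lower in camera at its preset correlation, 22 passed in fry, and 0 passed in camera with an estimated correlation (smallest adjusted p = 0.136).

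The second comparison concerned WNT signalling, the pathway the study examined. Wnt7b (chromosome 15, 85419638 to 85466674, minus strand) was the most abundant ligand in sham ducts at 113.3 ± 5.84 CPM (SD, n = 3), followed by Wnt5a, Wnt4 and Wnt7a at 50.6, 28.6 and 9.65 CPM. In BDL, Wnt4 was at 77.0 ± 18.5 CPM and Wnt7b at 69.8 ± 35.9 CPM (SD, n = 4), a difference within the spread, and Wnt7b was above Wnt4 in BDL replicate 2 (111.4 against 90.5 CPM). Wnt4 rose by 1.48 (SE 0.18, adjusted p = 0.00201), Wnt7a by 0.96 (SE 0.21, adjusted p = 0.0173) and Wnt2 by 2.01 (SE 0.31, adjusted p = 0.0048), while Wnt2b fell by 4.29 (SE 0.75, adjusted p = 0.00763). The Wnt7a call ended when sham replicate 1, sham replicate 2 or BDL replicate 1 was left out (adjusted p = 0.0617, 0.0617 and 0.0844), without BDL replicates 1 and 4 together (0.0901) and with the acinar covariate (0.0599), and its lowest adjusted p over the alternatives was 0.000585. Wnt7b had a log2 fold change of -0.73 (SE 0.27, adjusted p = 0.095) that did not pass, although it did in DESeq2 (adjusted p = 0.0282) and with no filter on low counts (adjusted p = 0.0323), with a range of 0.0282 to 0.519 over the alternatives. Wnt5a was at 51.0 ± 13.9 CPM in BDL (log2 fold change 0.03, SE 0.18). Of 15 tested ligands 3 rose and 1 fell, and of 15 receptors and coreceptors 5 rose, among them Ror1 (1.52, SE 0.15), and 3 fell, among them Fzd9 (-2.94, SE 0.35). Adjusted over the list alone, 3 ligands rose and 2 fell, and 6 receptors rose and 6 fell.

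**Figure D3:**
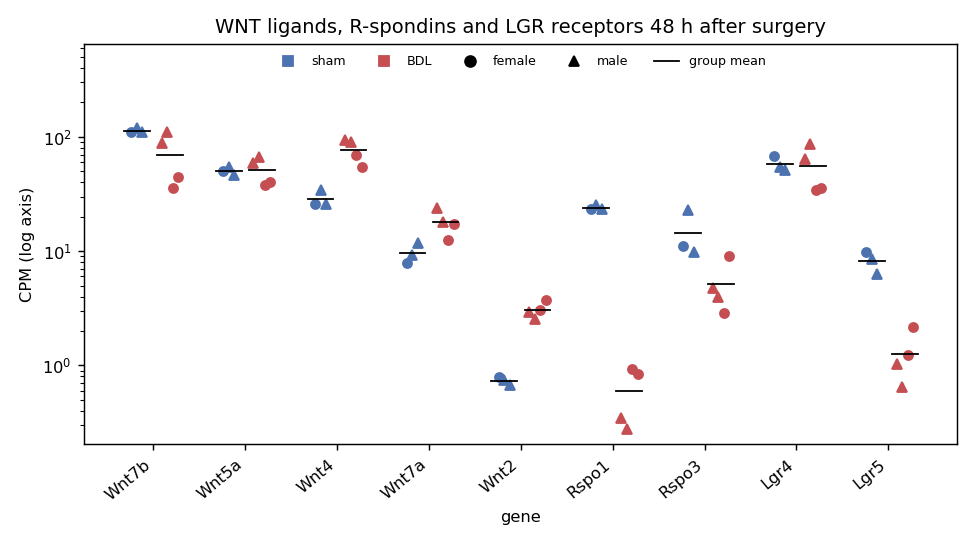
CPM (log axis) of WNT ligands, R-spondins and LGR receptors in each library, with points for libraries (circles for females, triangles for males) and lines for group means. Wnt7b averaged 113.3 CPM in sham and 69.8 CPM in BDL, and Rspo1 averaged 24 and 0.597 CPM.

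The R-spondins, secreted enhancers of WNT signalling, and their LGR receptors ranked lower in BDL (camera adjusted p = 0.00377, and adjusted p = 0.207 with an estimated correlation). Rspo1 fell from 24 ± 1.13 CPM (SD, n = 3) to 0.597 ± 0.333 CPM (SD, n = 4), a log2 fold change of -5.66 (SE 0.39), and Lgr5 fell by 2.90 (SE 0.36). The other 5 of 7 did not pass, and 3 fell when adjusted over the list alone. Of the 4 WNT target genes the study named, Birc5 rose by 5.77 (SE 0.49) and Myc by 1.75 (SE 0.27), whereas Ccnd1 (-0.08, SE 0.32) and Cd44 (0.38, SE 0.36) did not pass. Cd44 passed without sham replicate 1 (adjusted p = 0.0465, highest over the alternatives 0.946). This list ranked higher (camera adjusted p = 0.00376, and adjusted p = 0.279 with an estimated correlation), and since the study chose it, its count is not independent evidence. Birc5 is also a gene of the G2 and M list. Of 16 canonical WNT feedback genes 2 rose and 3 fell, including Lef1 (-1.74), and 3 rose and 4 fell when adjusted over the list alone (camera adjusted p = 0.197).

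The third comparison concerned inflammation. Of 11 neutrophil genes 7 rose and none fell with all 7 libraries, including Il1r2 (4.36, SE 0.46), Ngp (6.26, SE 0.93) and Mmp8 (4.78, SE 0.75). BDL replicate 4 was the highest for Ngp (9.47 CPM, others 0.88 to 2.07) and Mmp8 (25.95 CPM, others 5.95 to 7.8). Their camera adjusted p was 0.000256, and the adjusted p was 0.374 with an estimated correlation. There were 7 neutrophil genes that rose when adjusted over the list alone. Without sham replicate 1, 3 rose and 1 fell, and 4 rose without sham replicate 3 or BDL replicate 1. Of 25 inflammatory cytokines and chemokines 7 rose, among them the neutrophil attractants Cxcl5 (2.70, SE 0.35) and Cxcl3 (4.10, SE 0.75) and the cytokine Il11 (4.26, SE 0.68), and Ccl5 fell by 4.14 (SE 0.72). The camera adjusted p was 0.00918, and the adjusted p was 0.689 with an estimated correlation. The preset test also missed the threshold for this list without sham replicate 3 (adjusted p = 0.0571), and so did fry (adjusted p = 0.112). Adjusted over the list alone, 10 rose and 1 fell. Il1b (0.53, SE 0.68) and Tnf (0.61, SE 0.59) did not pass at means of 1.34 and 1.12 CPM in BDL. Il6 had 0.229 ± 0.213 CPM in sham (SD, n = 3) and 5.94 ± 5.31 CPM in BDL (SD, n = 4), with an adjusted p of 0.0569 that ran from 0.000889 to 0.14 over the alternatives. It passed in DESeq2, in limma-voom, with no filter, with no sex term, without sham replicate 1 and without BDL replicates 1 and 4.

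Most lymphocyte, dendritic and mast cell genes were lower in BDL. The pan-leukocyte gene Ptprc fell from 30.6 ± 12.4 CPM (SD, n = 3) to 6.50 ± 1.49 CPM (SD, n = 4), while Itgam and Itgb2 did not pass (-0.09 and -0.56). Of 10 T and NK cell genes 8 fell, including Cd3e (-4.98, SE 0.77) and Trac (-3.54, SE 0.43). Of 6 B and plasma cell genes 5 fell, including Jchain (-5.15, SE 0.59), of 7 dendritic cell genes 5 fell, including Cd209a, and all 6 mast cell genes fell, including Kit (-2.90, SE 0.19) and Cma1 (-5.82, SE 0.83). The camera adjusted p-values were 2.39e-07, 1.09e-06, 3.27e-07 and 6.08e-09, and with an estimated correlation the adjusted p-values were 0.336, 0.279, 0.136 and 0.136. The counts that fell were 9, 6, 6 and 6 when adjusted over the list alone. Of the T and NK cell genes, 4 fell without sham replicate 1, sham replicate 2 or BDL replicate 2, and 5 without BDL replicate 1 or 3, and 3 dendritic cell genes fell without sham replicate 1. Of 12 monocyte and macrophage genes 4 fell, including Ccr2 (-2.70, SE 0.32) and Csf1r (-1.78, SE 0.27), and Cd14 rose by 0.68 (SE 0.17), with the same counts when adjusted over the list alone. The camera adjusted p was 0.0301, and the adjusted p was 0.717 with an estimated correlation. The preset test missed the threshold without sham replicate 2 (adjusted p = 0.272) and without BDL replicates 1 and 2 in turn (adjusted p = 0.0757 and 0.0706), with filterByExpr (adjusted p = 0.0542) and without BDL replicates 1 and 4 or 2 and 3 (adjusted p = 0.0561 and 0.0783), and fry did too (adjusted p = 0.18). The count that rose was 0 without sham replicate 1, sham replicate 3, BDL replicate 1 or BDL replicate 2, and 2 without sham replicate 2. Of 18 interferon-stimulated genes 16 fell and none rose, with a median log2 fold change of -2.57. They included Ifit3 (-4.38, SE 0.28), Ifit1 (-3.56, SE 0.20) and Irf7 (-2.83, SE 0.20). Their camera adjusted p was 2.37e-20, and the adjusted p was 0.136 with an estimated correlation. With p-values adjusted over the list alone, 17 fell. Beside these groups, adipocyte markers took 0.176% ± 0.138 (SD, n = 3) of sham counts and 0.0544% ± 0.0755 (SD, n = 4) of BDL counts, and all 6 erythroid genes fell, with a median log2 fold change of -2.17. The camera adjusted p-values were 0.00376 and 0.000447, and with an estimated correlation the adjusted p-values were 0.515 and 0.374. Both lists missed the threshold in fry (adjusted p = 0.0575 and 0.0526). Of the erythroid genes 1 fell without sham replicate 1, and 2 fell without sham replicate 2, BDL replicate 1 or BDL replicate 2. Of the adipocyte genes 3 fell, against 1 without sham replicate 1, 2 or 3, 0 without BDL replicate 1 and 5 without BDL replicate 2. Without BDL replicates 1 and 4, which carried hepatocyte transcripts, 13 interferon-stimulated, 6 T and NK, 6 B and plasma, 5 dendritic and 6 mast cell genes fell. Without BDL replicates 2 and 3, 14, 4, 4, 4 and 5 of these genes fell.

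**Figure D4:**
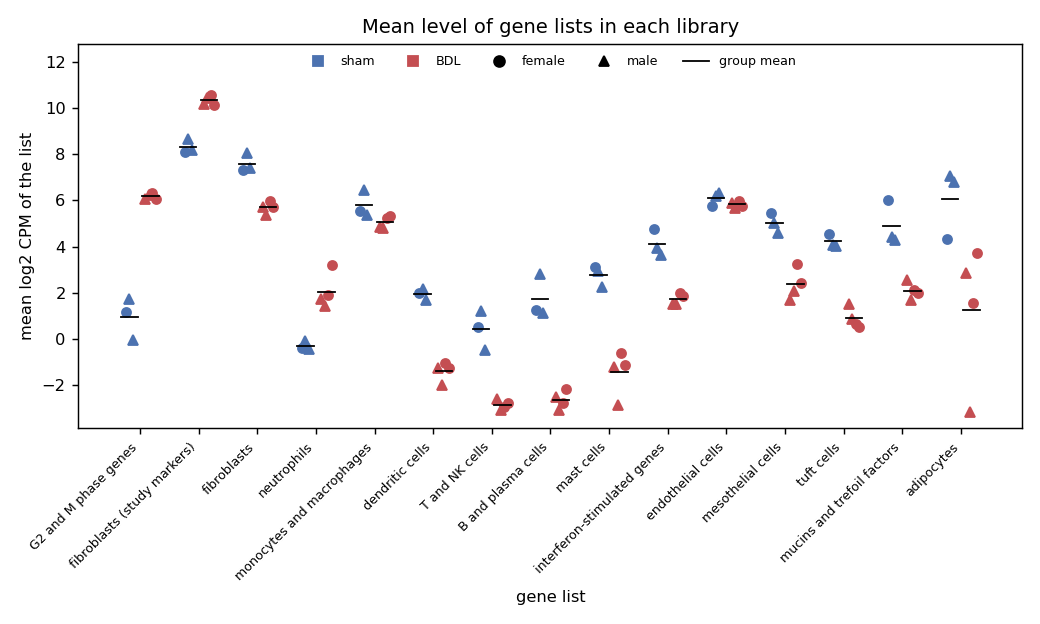
Mean log2 CPM of gene lists in each library, with points for libraries (circles for females, triangles for males) and lines for group means. T and NK cell genes averaged 0.43 in sham and -2.84 in BDL, and endothelial genes 6.08 and 5.83.

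The extracellular matrix was examined next. Of 26 collagens 14 rose, including Col12a1 (3.90, SE 0.25), Col5a1 (2.45, SE 0.23) and Col1a1 (2.55, SE 0.38), and 5 fell, namely Col4a6 (-2.30), Col14a1 (-1.49), Col4a5 (-0.97), Col8a2 (-2.15) and Col4a3 (-1.54). The camera adjusted p was 0.00107, and the adjusted p was 0.494 with an estimated correlation. Adjusted over the list alone, 17 rose and 5 fell. The count of collagens that rose was 9 without sham replicate 1 and 9 without BDL replicate 2. The 3 fibroblast genes the study used all rose (camera adjusted p = 0.00355, and adjusted p = 0.341 with an estimated correlation), and all are collagens, so their count is not independent evidence. Of 9 other fibroblast genes 6 fell and none rose, including Gsn (-3.01, SE 0.34), Dpt (-2.39, SE 0.29) and Clec3b (-5.13, SE 0.48), with a camera adjusted p of 6.61e-06 and an adjusted p of 0.348 with an estimated correlation. Of these fibroblast genes 7 fell when adjusted over the list alone. Of 11 hyaluronic acid genes 4 rose, including Has2, and Hyal3 fell by 1.44 (camera adjusted p = 0.0209, and adjusted p = 0.261 with an estimated correlation). When adjusted over the list alone, 5 rose and 1 fell. This list missed the threshold without sham replicates 1, 2 and 3 in turn (adjusted p = 0.0808, 0.0582 and 0.0582). Its count that fell was 0 without sham replicate 2, BDL replicate 1 or BDL replicate 2, and 2 without BDL replicate 4. Of the 4 inhibitors of matrix metalloproteinases Timp1 rose by 4.35 (SE 0.41), Timp2 fell by 1.36 (SE 0.21), Timp3 fell by 0.82 (SE 0.18) and Timp4 did not pass (camera adjusted p = 0.674).

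Epithelial genes moved in both directions. Of 15 mucins and trefoil factors 10 fell, including Muc6 (-5.73, SE 0.58), Tff2 (-4.86, SE 0.52), Agr2 (-4.60, SE 0.46) and Muc16 (-5.63, SE 0.40), and Tff1 rose by 3.95 (SE 0.69). Sham replicate 1 was the highest for Muc6 (427.3 CPM, against 69.4 and 60.4 in sham replicates 2 and 3). The camera adjusted p was 2.55e-08, and the adjusted p was 0.207 with an estimated correlation. Adjusted over the list alone, 10 fell and 1 rose, and over all genes 6 fell without sham replicate 1. All 7 tuft cell genes fell, including Dclk1 (-2.36, SE 0.16) and Trpm5 (-4.10, SE 0.45), with a camera adjusted p of 7.31e-11 and an adjusted p of 0.197 with an estimated correlation. Of 18 biliary identity genes 5 rose, among them Krt7 (2.41, SE 0.23) and Krt19 (1.35, SE 0.29), and 5 fell, with a median log2 fold change of 0.02 (camera adjusted p = 0.598), and 6 rose and 5 fell when adjusted over the list alone. Of 15 cholangiocyte functional genes 2 rose and 3 fell, with a median log2 fold change of -0.49 and a mean of 0.33, and 3 rose and 6 fell when adjusted over the list alone. That list did not pass in camera (adjusted p = 0.562) and passed in fry (adjusted p = 0.0459). Sstr2, a somatostatin receptor, fell by 2.31 (SE 0.31), whereas Aqp1 (-0.59, SE 0.29), Ggt1 (-1.87, SE 0.66) and Sctr (-1.08, SE 0.61) did not pass. Aqp1 passed without BDL replicate 3 (adjusted p = 0.0352, highest over the alternatives 0.493). Ggt1 passed in DESeq2, with no filter, with no sex term and without BDL replicate 3, with adjusted p-values from 0.00202 to 0.237 over the alternatives. Of 15 bile acid genes 4 rose, including Nr1h4, the bile acid receptor FXR (1.41, SE 0.16), and Abcc4 (1.51, SE 0.20), and 1 fell, with the same counts when adjusted over the list alone. The camera adjusted p was 0.0307, and the adjusted p was 0.398 with an estimated correlation. The preset test missed the threshold without sham replicate 1 (adjusted p = 0.0845) and without BDL replicate 1 (adjusted p = 0.0543), with filterByExpr (adjusted p = 0.057) and without BDL replicates 1 and 4 (adjusted p = 0.172), and fry did too (adjusted p = 0.0575). The list followed the hepatocyte markers: its mean log2 CPM was 2.8 and 3.33 in BDL replicates 1 and 4 (hepatocyte markers 9.06 and 9.79) and 0.97 in each of BDL replicates 2 and 3 (hepatocyte markers -0.83 and -1.02), against 1.03 ± 0.63 in sham (SD, n = 3). Its median log2 fold change was 1.31 with all libraries and 0.37 without BDL replicates 1 and 4, and 7 rose without BDL replicates 2 and 3. Abcc2, Abcb4 and Abcb11 had at least 27.4 CPM in BDL replicates 1 and 4 and at most 0.132 CPM in BDL replicates 2 and 3, and did not pass, whereas the 4 genes that rose were higher in every BDL library than in every sham library.

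The sexes were compared last. Xist was higher in females and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were higher in males, and these were the 5 genes called by edgeR, with 1237 genes at an unadjusted p under 0.05. DESeq2 called 144, limma-voom 6 and edgeR with no filter 41, and edgeR called 3 without sham replicate 2 or 3. No gene had a surgery by sex interaction in edgeR (smallest adjusted p = 0.309, for Pdk4), with 1742 genes at an unadjusted p under 0.05, whereas edgeR with no filter on low counts called 56, DESeq2 478 and limma-voom 0. Sham held 1 female, so the interaction rests on that library.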

Values the study reported

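For a separate comparison at 24 hours after surgery, the study reported over 4,500 genes that differed by a fold change above 2. In single cells at 24 hours, it reported immune clusters as 22% of the cells analysed after BDL and 6% in sham.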

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

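The choice of the 40 named genes as a family for the surgery by sex test was made after unadjusted p-values were seen. The tests of the level of acinar markers between groups, of the share of non-epithelial cells and of intestinal tissue were chosen only after the result was seen.

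Of 101 values checked in the 4 BDL libraries, 11 had 1 library far from the rest, where chance gives about 1 in 20. For Gbp10 and Ang4, with 1 and 2 counts in BDL, the outcome was set by counts next to 0 and says nothing about the library. BDL replicate 4 stood apart for Tnf (2.13 CPM, others 0.675 to 0.858), Iqgap3 (24.8 CPM, others 48.1 to 51.8), Adrb3 (1.09 CPM, others 0.0183 to 0.15), immediate early genes (mean log2 CPM 5.22, others 4.18 to 4.22), erythroid genes (2.18, others 3.21 to 3.4) and the share of enterocyte markers (0.436%, others 0.00114% to 0.0588%). Like the hepatocyte markers, the enterocyte markers were higher in BDL replicates 1 and 4 (mean log2 CPM 3.11 and 4.78) than in BDL replicates 2 and 3 (-0.92 and -2.08). Whether the enterocyte share came from intestine was not tested. BDL replicate 3 stood apart for Aqp1 (309 CPM, others 162 to 174), the study's WNT target genes (6.09, others 6.59 to 6.67) and Gbp10 (0.0165 CPM, others 0). Bub1 stood apart in BDL replicate 2 (49.7 CPM, others 40.2 to 41.3) and Ang4 in BDL replicate 1 (0.0301 CPM, others 0).

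No gene differed between the sexes in its response to BDL in edgeR with the filter on low counts, adjusted over all genes (adjusted p = 0.704 for each of the genes below), while edgeR with no filter called 56 genes and DESeq2 478. Adjusted over the 40 genes named for the study or for size of change, 7 passed, which is weak evidence because sham held 1 female library and some of those genes were named for a change that this library carries. The fitted log2 interaction was -1.26 for Wnt7b, -1.64 for Cd44, 9.21 for Il6, 8.54 for Bcat1, -9.65 for Itln1, -10.8 for Ang4 and 3.37 for B3galt2. Wnt7b was at 35.8 and 44.1 CPM in female BDL libraries, 87.7 and 111.4 in male BDL libraries and between 109.6 and 120 in sham. The single female sham library had no Il6 or Bcat1 counts and most of the Itln1 and Ang4 counts, so these differences rest on it, and the size of a fitted difference for a gene at 0 depends on the prior count.

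The acinar and hepatocyte markers varied between libraries of the same group. A candidate source is RNA of neighbouring pancreas and liver. The acinar markers rose and fell together: the median SD of a marker about the list mean was 0.14 of the SD of that mean, as RNA from 1 source would give. For hepatocyte markers the ratio was 0.306, between the bounds set beforehand, which leaves liver RNA open. A change of acinar markers by surgery also stays open, since the exact two-sided permutation p of their mean log2 CPM was 0.171 over 35 splits.

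Lymphocyte, dendritic, mast cell and interferon-stimulated genes were lower in BDL, with a median log2 fold change of -3.54 over 47 genes, which stayed at -3.54 with the 2 genes at 0 in BDL set to the bound that 3 counts give. Scaling is argued against, since the median closest to 0 under the other scalings and with neighbouring-tissue markers left out was -3.54. The markers left out did not include the abundant amylase gene Amy2a4. RLE and upper quartile scaling, which do not rest on that choice, gave -3.57 and -3.66. A lower share of all non-epithelial cells was examined with endothelial, pericyte, fibroblast and neutrophil genes. Their pooled lower quartile lay 1.3 above the upper quartile of the 47 genes. That gap cannot decide, because the pool held neutrophil genes that rose (median log2 fold change 3) while its fibroblast genes fell (-1.97). Endothelial and pericyte genes, with medians of -0.02 and -0.42, argue against a fall as large as -3.54 in all non-epithelial cells. A smaller fall stays open. With the adipocyte score as a covariate the median was -3.13, and 21 rather than 40 genes were then called. The covariate also takes up a residual degree of freedom. The score was higher in each sham library (mean log2 CPM 4.35 to 7.04) than in each BDL library (-3.16 to 3.74). It therefore overlaps with surgery, and the fit is only weak evidence against attached fat as the whole cause. Attached lymphoid tissue in sham, or a loss of resident leukocytes after BDL, may each remain and were not tested.

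Mucin, trefoil and gastric-type genes such as Gkn3 were lower in BDL. Intestinal tissue rich in enterocytes is argued against in sham, since enterocyte markers took 0.0025% of sham counts. These markers cannot report on intestinal tissue that holds few enterocytes, which stays open. Gastric tissue could not be excluded: 4 of the 7 gastric genes set beforehand had counts, and together they came to 0.3 of the Gkn3 level in sham, between the bounds. An effect of ligation on duct glands may be another explanation and was not tested.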

How the results depend on the processing

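No named gene and none of the 27 called lists changed direction while passing in the main test or in the alternative. A change of direction that passed in neither was not counted. The lists were rerun only under RLE scaling, filterByExpr, no sex term, the estimated correlation, fry and libraries left out. No gene called in both was called in the opposite direction under any alternative fit. The counts of higher and lower genes stayed within 1.5 times under RLE scaling, upper quartile scaling (which shifted the median of all genes by -0.121), other filters, limma-voom, no sex term, thinning, markers left out, and the acinar covariate and robust dispersion chosen after seeing the data. A similar count did not always mean the same genes. With the acinar covariate, 2209 of the 2976 higher and 1823 of the 2782 lower genes were still called. DESeq2 called 4188 lower genes, 144 sex genes and 478 interaction genes. With no filter there were 41 sex and 56 interaction genes. Tested against a 2-fold change, 602 genes were higher and 758 lower. Thinned to the smallest total, 2988 genes were higher and 2771 lower. With an estimated correlation 0 lists were higher and 0 lower, so each of the 27 list calls was lost. The first principal component held 45.7% over all tested genes. Without BDL replicates 2 and 3, chosen after seeing the data, 1692 genes were lower.

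Leaving out 1 library at a time gave 1678 to 3152 higher and 1431 to 2883 lower genes, 1263 to 1693 higher and 1305 to 2257 lower by over 2-fold, 3 to 7 sex genes, 8 to 12 higher lists and 15 to 18 lower lists. Fewer libraries lower the power, and no other cause was tested. The interaction could not be fitted without sham replicate 1. Of the results for named genes, 776 kept their side of the threshold, 9 lost it and 14 gained it. Of those for the 27 called lists, 324 kept their side and 54 lost it, 27 of them with the estimated correlation. No paired analysis was possible because the labels give no replicate numbers shared by the groups.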

Other observations

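The families in this paragraph were picked after their results were seen, while the splits of the libraries were planned. The EGF receptor ligands Areg (4.03, SE 0.65) and Ereg (5.02, SE 0.95) rose in BDL on the log2 scale, and Egf fell by 2.94 (SE 0.83). Of 12 members of this family 3 rose and 1 fell (5 and 1 when adjusted over the list alone), and the list did not pass in camera (adjusted p = 0.165) and passed in fry (adjusted p = 0.0459). Of 15 hypoxia and glycolysis genes 5 rose, among them Pgk1 (2.08, SE 0.18), Pkm (2.04, SE 0.22) and Eno1 (1.40, SE 0.22), 1 fell, namely Vegfa (-0.82, SE 0.14), and 9 did not pass, while 5 rose and 3 fell when adjusted over the list alone. That list did not pass in camera (adjusted p = 0.439) or fry (adjusted p = 0.0591), with a median of -0.07 and a mean of 0.24. Among mesothelial genes 5 of 7 fell, and Msln rose from 106 ± 31.9 CPM (SD, n = 3) to 838.8 ± 258.4 CPM (SD, n = 4). Among lymphatic endothelial genes 3 of 6 fell, including Ccl21a and Mmrn1 (-3.25, SE 0.38), and Pdpn rose by 1.34 (SE 0.30), while 0 lymphatic genes rose without sham replicate 1 or BDL replicate 2. The camera adjusted p-values were 6.08e-09 and 0.0104, and the adjusted p-values were 0.207 and 0.348 with an estimated correlation. The lymphatic list missed the threshold without sham replicate 2 (adjusted p = 0.13) and without sham replicate 3 (adjusted p = 0.0696). Of 10 genes of glia and neurons 2 fell (camera adjusted p = 0.00671, adjusted p = 0.614 with an estimated correlation, and adjusted p = 0.0591 in fry), and the count was 0 without BDL replicate 1 and 1 without sham replicate 2, sham replicate 3 or BDL replicate 4. Of 5 enteroendocrine genes 1 fell, and 3 without BDL replicate 3 (camera adjusted p = 0.0301, and adjusted p = 0.279 with an estimated correlation). The enteroendocrine list missed the threshold without BDL replicate 2 (adjusted p = 0.0584), with filterByExpr (adjusted p = 0.089) and without BDL replicates 1 and 4 (adjusted p = 0.122). Of 16 epithelial acute phase genes 3 rose, among them Lcn2 (4.70, SE 0.80), and 12 did not pass (camera adjusted p = 0.197). The mean log2 CPM of this list was 7.74 and 8.48 in BDL replicates 1 and 4, 4.08 and 5.41 in BDL replicates 2 and 3, and 6 ± 0.65 in sham (SD, n = 3). The 1 that fell was Pigr, which carries antibodies across epithelia (-3.85, SE 0.60), with the highest value in sham replicate 1 (1482 CPM, against 452.7 and 381.6 in sham replicates 2 and 3).

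Chance as the source of the gene counts was examined by splitting the 7 libraries into 3 and 4. A model with sex could be fitted to 34 of the 35 splits, the real one included. The real split alone (1 of 34) gave 2976 higher genes, against at most 1 in any other, and 2782 lower genes, against at most 0. The same held for changes over 2-fold, with 1706 against at most 1 and 2236 against at most 0. Each other split puts sham and BDL libraries in 1 group, which widens the spread within groups and lowers its count. The size of the gap therefore cannot be read as evidence, and the test gives only the rank of the real split, 1 of 34. Chance cannot be excluded for the counts of lists: 11 of 34 splits gave as many as the 10 higher lists (at most 16), and 4 of 34 as many as the 17 lower lists (at most 17 in the others). For sex, 2 of 34 splits gave as many as 5 genes, and the split of sham replicate 1 with BDL replicates 2 and 3 gave 31. That split follows no labelled group. Whether its 31 genes reflect a structure of the samples or chance was not tested. The acinar markers followed that split within BDL. Their share was 8.25% and 12.6% in BDL replicates 2 and 3 and 0.207% and 0.00248% in BDL replicates 1 and 4. Within sham they did not, since the share of sham replicate 1 (15.9%) lay between those of sham replicates 2 and 3 (8.18% and 35.4%). The hepatocyte markers followed it in both groups, with mean log2 CPM of 2.1 in sham replicate 1 and -0.83 and -1.02 in BDL replicates 2 and 3. They were at 4.66 and 6.22 in sham replicates 2 and 3 and at 9.06 and 9.79 in BDL replicates 1 and 4.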
